A study of Mus musculus with 6 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

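Poly(A)-selected, strand-specific RNA libraries of mouse small intestinal organoids were sequenced as 50 bp paired-end reads. Organoids are epithelial structures grown in gel from intestinal crypts, and about 600 of them per condition were collected after 5 days of culture. The 6 libraries fall into 3 from wild-type (WT) and 3 from Smarcad1 knockout (KO) mice on a C57BL/6 background, grouped by their sample titles. The labels disagree on how the gene was deleted, since the genotype label names the Villin-Cre driver of the intestinal epithelium and the growth protocol names the ZP3-Cre driver of the oocyte with littermate controls. The groups are called KO and WT here for that reason. The paper's methods name ZP3-Cre with littermate controls for the organoids.

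The authors trimmed the reads with Trim Galore, mapped them to the mouse genome build GRCm38 with HiSat2, kept uniquely mapped reads and counted them over the exons of merged transcripts in SeqMonk. Genes were then tested by the authors with DESeq2 on raw counts, and the deposited table holds only the 1420 genes that passed, with FDR values (corrected p-values) of at most 0.0494. The deposited values are RPM, reads scaled by the authors to the depth of each library, on a linear scale. Within each library 100% of the values were whole multiples of a common step, which was taken as 1 read. The step gave depths of 1.29e+07, 1.57e+07 and 1.53e+07 reads for WT replicates 1 to 3 and of 1.24e+07, 1.46e+07 and 1.43e+07 reads for KO replicates 1 to 3. A floor of 3 reads then corresponds to between 0.192 and 0.242 RPM, and floors and intervals cover counting error only. The table holds too few low values for the reads to count as recovered, so no count test was run.

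The list was chosen by the authors' test on these same libraries. A second test on it describes how the chosen genes look in the deposited values; it is not an independent search, and the number of genes that pass shows no stability. Each gene was tested with limma (version 3.58.1 in R 4.3.3) on log2(RPM + 0.1), without covariates, two-sided, with Benjamini-Hochberg adjustment over the 1420 genes and a threshold of 0.05. Log2 changes are on this scale, which understates the change of genes with low values. In simulated reads of 1420 genes, 198 of 200 genes changed by 1 on the log2 scale were recovered, and 6 unchanged genes were called. Single genes were also compared by an exact permutation test, which with 3 against 3 libraries cannot give a p-value under 0.1. Replicate pairs were compared by a chi-square statistic over genes with at least 10 reads, as inferred from the step. All 6 pairs within a group differed by more than sampling noise. Separately prepared libraries of the same sample could differ so too, so this does not show independent replicates. Each library was counted as 1 replicate by its sample title.

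Genes were joined with the GENCODE M21 annotation by symbol and position, and 1408 matched, 1251 of them with identical start and end. In 282 lines of the table the feature named beside a gene was another gene, on the other strand in 232, so the gene symbol of the measured region was used and not the identifier beside it. Transcript length and GC content are those of the longest annotated transcript. The direction of change was tested by an exact binomial test, neighbouring genes (gaps of at most 100 kb) by 100000 permutations of the directions, and the region around Smarcad1 and the cell type markers by Fisher's exact test in scipy 1.17.1. The panel of 20 genes was taken from the study's text and the 6 marker lists were written from general knowledge after that text had been read; both were fixed before the data were examined. The genes named are Smarcad1, the panel genes in the table, and the 5 largest rises and 5 largest falls among genes whose mean was at or above the 25th percentile of the list and whose KO values all lay on one side of the WT values.

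The alternatives fixed before the data were examined were a replicate block, a filter at the 25th percentile of the mean, centring of each library on its median listed gene, a pseudocount of 1, an intensity trend, stricter thresholds, other distances, 1 marker per symbol stem, and leaving out each library in turn. The replicate numbers for the block come from the sample titles. Removal of a trend with transcript length (a loess curve) and the marker test without the genes that the study's text names were added after seeing the data, and so were the scan of the genome in 10 Mb windows (1000 random placements), the comparison of 22 whole chromosomes and all relations with transcript length, GC content and gene type. Genes outside the deposited list were not analysed here.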

Results

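The study asked how loss of Smarcad1, a chromatin remodelling ATPase, changes gene expression in intestinal epithelium away from microbiota and immune cells. mRNA was measured in small intestinal organoids of 3 WT and 3 KO samples. The deposited table holds RPM values (reads per 1e+06 reads of the library) for 1420 genes that the authors' own test had already selected on these libraries. Depth ranged from 1.24e+07 reads in KO replicate 1 to 1.57e+07 reads in WT replicate 2. The listed genes held between 27.5% and 30.6% of the reads of a library.

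Smarcad1 lies on chromosome 6 from 65042583 to 65116061 on the plus strand (GRCm38), and values were summed over its exons. It was measured at 105, 94.7 and 96.3 RPM in the WT libraries and at 21.7, 21.3 and 24.03 RPM in the KO libraries. The means were 98.8 ± 5.80 RPM (SD, n = 3) in WT and 22.3 ± 1.49 RPM (SD, n = 3) in KO, so that 22.6% of the WT level remained. By the paper's design the deletion removes only some exons and shifts the reading frame. The paper detected no protein after this deletion in the cell types it examined. Reads over the other exons are still summed here, so the remaining share does not measure functional Smarcad1. The log2 change was -2.14 with a standard error of 0.10 and a limma adjusted p-value of 5.59e-05. The exact permutation p-value was 0.1, two-sided, the smallest that 3 against 3 libraries allow. Each KO library was thus below each WT library, in the direction of the labels. Removal of the length trend moved this change most, to -1.89.

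Over the whole list, 1419 of 1420 genes had a limma adjusted p-value under 0.05 in KO against WT, 746 higher and 673 lower. As the list consists of genes already called on the same libraries, this number is no separate evidence of differential expression. The exception was Rps14, a ribosomal protein gene named after its values were seen, with a log2 change of 0.55 and a limma adjusted p-value of 0.0638. A minimum log2 change of 1 moved the count most, to 385 genes, of which 270 were higher and 115 lower. In 1399 genes (98.5%) the 3 KO values all lay on one side of the 3 WT values, where chance gives 10% for unselected genes. The median size of the log2 change was 0.64. By direction, 747 genes were higher and 673 lower, a share of 52.6% higher (Wilson 95% interval 50.0% to 55.2%; exact binomial p = 0.0527, two-sided, genes not being independent replicates). The split depended on expression level. Among the 1065 genes with a mean at or above the 25th percentile, 44.6% were higher (exact binomial p = 0.000472), which is the opposite direction. Genes higher in KO had a median of 35.3 RPM and genes lower in KO a median of 117 RPM.

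Of the 20 panel genes that the study's text linked to innate immunity or to Smarcad1 deletion, 18 were in the table, and Mt1 and Tlr2 were not analysed here. All 18 had a limma adjusted p-value under 0.05, both over the panel alone and over the whole list, which shows no stability because the panel came from the study's own calls. In KO, 15 were higher and 3 lower. Lyz1 rose from 2953 ± 62.2 to 8167 ± 327 RPM (SD, n = 3 each), a log2 change of 1.47 with a limma adjusted p-value of 0.000117. Aplp1 rose by 2.32, Bambi by 2.26 and Slfn4 by 3.59 on the log2 scale. Tlr4 rose from 0.160 ± 0.0987 to 2.66 ± 0.569 RPM (SD, n = 3 each). Its WT mean lies under the floor of 3 reads, though WT replicate 3, at 0.261 RPM, lies above it. The log2 change of Tlr4 was 3.46, and 1.65 with a pseudocount of 1, so the size of the rise is uncertain. Clec2g was at or under the floor of 3 reads in each WT library and at least 23.9-fold higher in KO. Reg3b rose by 2.66 on the log2 scale, but its KO values spread from 142 to 522 RPM. Wdfy1, Apobec3 and Tiam1 were lower in KO, with log2 changes of -0.70, -1.13 and -0.69. Tiam1 lost its limma adjusted p-value under 0.05 in 4 of the 6 fits that each left out a library, and its log2 change was -0.23 with a limma adjusted p-value of 0.203 once the length trend was removed. Its KO values rose from 27.5 to 54.7 RPM between replicates 1 and 3. Defa22 and Defa26, on chromosome 8, belong to a family of near-identical defensin genes, so their values are uncertain where reads could not be placed uniquely. Defa26 had a log2 change of 0.77, which was 0.00 once the length trend was removed.

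**Figure D1:**
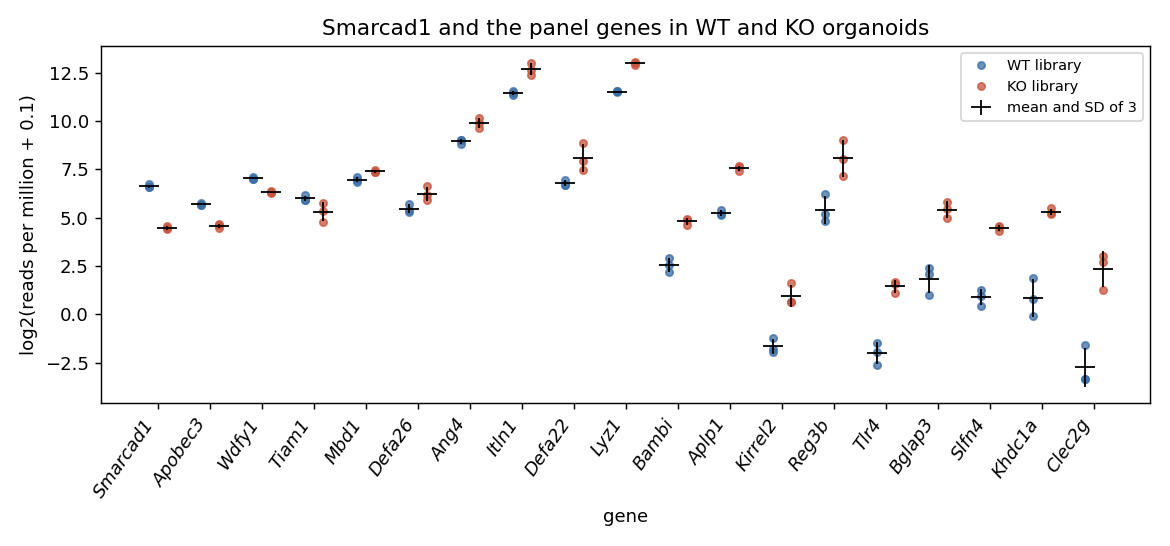
Log2 of RPM + 0.1 (vertical axis) for Smarcad1 and the 18 panel genes in the table (horizontal axis), with a point per library in WT (blue) and KO (red) and black bars for the mean and SD of 3 libraries. Smarcad1 and 3 panel genes lie lower in KO and 15 panel genes lie higher.

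The 5 largest rises by the naming rule were Gm43305, Khdc1a, Bglap3, Gdpd3 and Gm42047. Gm43305, a non-coding transcript on chromosome 14 from 54292443 to 54297456, rose from 5.50 ± 6.24 to 511 ± 86.7 RPM (SD, n = 3 each), with 12.7 RPM in WT replicate 1 against 1.34 and 2.48 RPM in the other WT libraries. Its log2 change was 7.13 with a standard error of 0.75. Khdc1a and Bglap3 rose by 4.45 and 3.59 on the log2 scale. Gdpd3, on chromosome 7 from 126766334 to 126775649, rose from 5.01 ± 0.595 to 40.2 ± 0.992 RPM (SD, n = 3 each). Gm42047, a long non-coding RNA, rose by 2.73 but overlaps another gene on the same strand, which leaves its reads uncertain. The 5 largest falls were Grm4, Sorl1, Tdg, Emid1 and Aldh1l2. Grm4, on chromosome 17 from 27422387 to 27513341, fell from 79.3 ± 2.88 to 3.70 ± 1.91 RPM (SD, n = 3 each), a log2 change of -4.53 with a limma adjusted p-value of 0.000405; it overlaps 1 annotated gene on its own strand. Sorl1 and Tdg changed by -2.94 and -2.69 on the log2 scale, Emid1 by -2.43 and Aldh1l2 by -2.41. Emid1 lies on chromosome 11 from 5106265 to 5152257. Grm4 and Emid1 thus lie in regions with an excess of listed genes, described below, where a segment differing between the mice was not ruled out. Wdfy1, Apobec3, Clec2g, Gdpd3, Grm4, Sorl1, Tdg and Aldh1l2 overlap annotated genes on the other strand, and whether the authors' counting used the strand is not stated. Apobec3 also overlaps 1 annotated gene on its own strand, which leaves its reads uncertain. Aldh1l2 ran from 4.43 to 20.3 RPM between KO replicates 1 and 3.

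Neighbouring genes were compared to ask whether changes come in local groups. Of 327 adjacent pairs of listed genes with gaps of at most 100 kb, 215 (65.7%) moved in the same direction, against 50.1% in permutations (one-sided permutation p = 1e-05, the smallest that 100000 draws give). Without overlapping genes and shared symbol stems the share was 60.0% of 260 pairs (permutation p = 0.0008), the lowest but for 59.4% at gaps of up to 500 kb. Within 10 Mb of Smarcad1, 6 of 122 protein-coding genes were listed (4.92%), against 6.10% elsewhere (Fisher's exact p = 0.707, two-sided). This background includes genes that organoids do not express. A scan of 501 windows of 10 Mb was chosen after seeing the data. On chromosome 11 at 0 to 10 Mb, 22 of 92 protein-coding genes were listed (scan permutation p = 0.001, the smallest that 1000 draws give). On chromosome 17 at 20 to 30 Mb, 39 of 271 were listed (scan permutation p = 0.002), against 6.10% over the genome. Together these windows held 48 listed genes higher in KO and 16 lower. The neighbour comparison was not run without them, so they may contribute to its share.

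**Figure D2:**
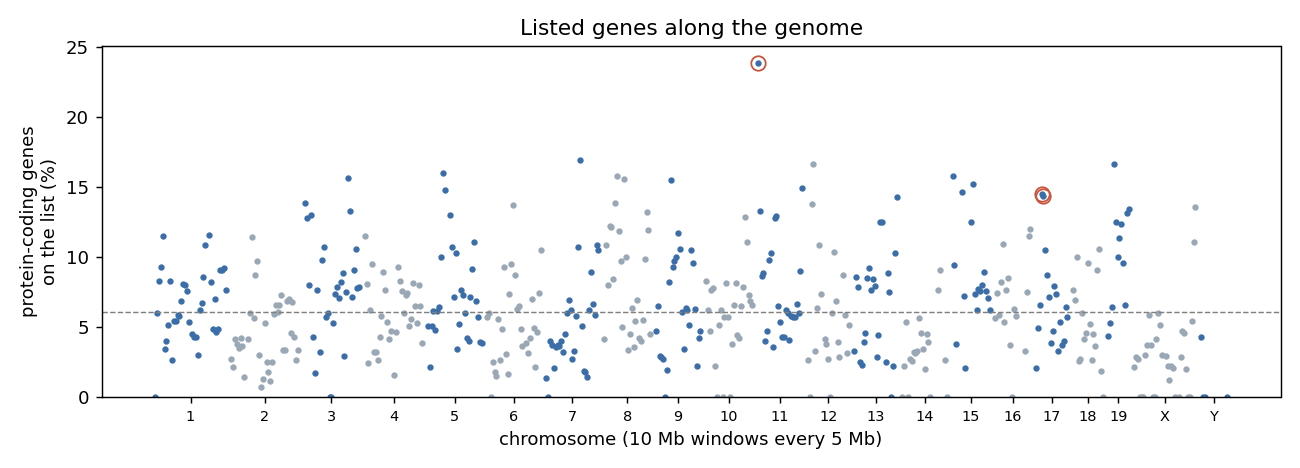
Share of protein-coding genes that were listed (vertical axis, %) in 10 Mb windows along each chromosome (horizontal axis), with the genome-wide 6.10% as a dashed line and red circles for the 3 windows with a scan p-value under 0.05. The highest circled window, on chromosome 11, reaches 23.9%.

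Marker genes of 6 intestinal cell types were compared by direction with the other listed genes, and the 5 lists with at least 5 listed genes were tested. The genes of a list are not independent replicates. All 20 listed Paneth cell markers were higher in KO (median log2 change 1.06), against 51.9% of the other genes (Fisher's exact p = 2.61e-06, adjusted 1.31e-05, two-sided). This list includes 6 genes that the study's text names; without them, 14 of 14 were higher (adjusted p = 0.000678), a comparison added after seeing the data. Of the goblet cell markers 12 of 13 were higher (adjusted p = 0.0095), of the enteroendocrine markers 8 of 8 (adjusted p = 0.0119), and of the enterocyte markers 3 of 16 (adjusted p = 0.0119). Stem cell markers did not differ from the other genes (6 of 8 higher, adjusted p = 0.293). Of the tuft cell markers, too few to test, 0 of 2 were higher. At the authors' FDR under 0.01, the goblet, enteroendocrine and enterocyte lists were shorter and no longer past 0.05, but kept their direction.

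**Figure D3:**
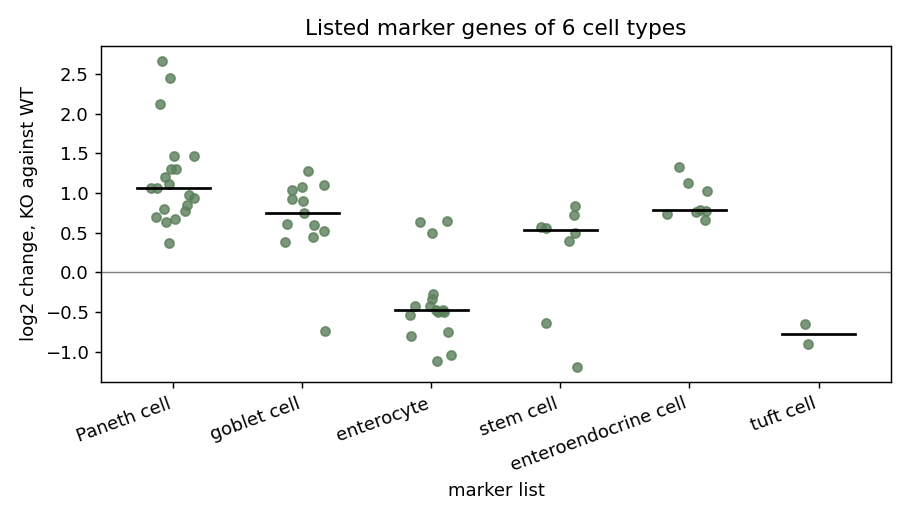
Log2 change in KO against WT (vertical axis) of each listed marker gene, by cell type (horizontal axis), with a line at the median of each list. All 20 Paneth cell markers lie above 0, and 13 of 16 enterocyte markers lie below it.

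The KO libraries differed from each other more than the WT libraries did. The median coefficient of variation was 13.4% in KO and 8.34% in WT, and 62.7% of the genes rose or fell steadily from KO replicate 1 to replicate 3, against 30.2% in WT and 33.3% by chance. Across 1408 genes, which are not independent replicates, the log2 ratio of KO replicate 1 to replicate 3 had a Spearman's rho of -0.493 with transcript length. The change in KO against WT had a rho of -0.224 with length. In the shortest quartile of transcripts 68.2% of the genes were higher in KO, and in the longest 42.0%.

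**Figure D4:**
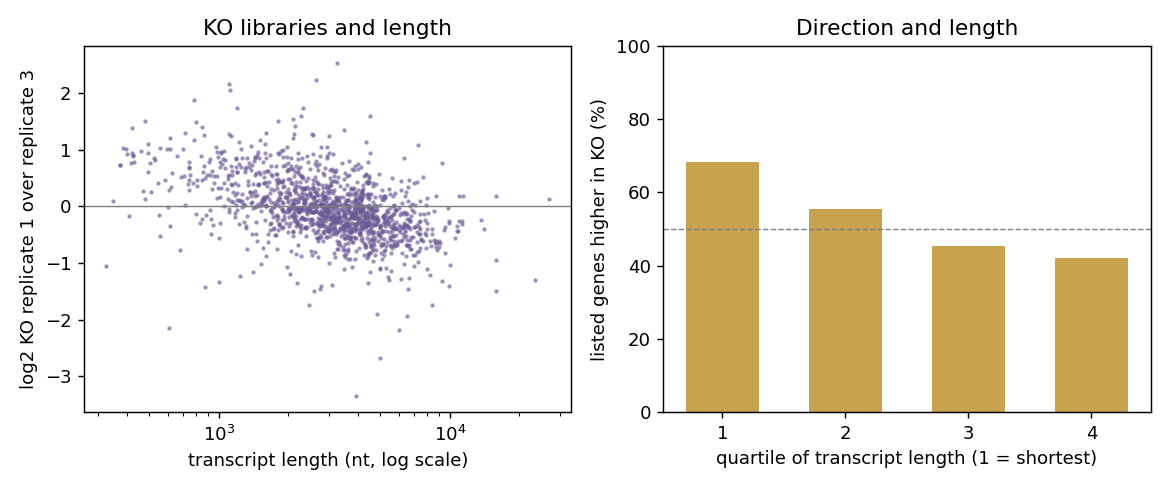
Left, log2 ratio of KO replicate 1 to replicate 3 (vertical axis) against transcript length in nucleotides on a log scale, with a point per gene; right, share of listed genes higher in KO (%) by quartile of transcript length. The ratio falls with length, and the share falls from 68.2% to 42.0%.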

Values the study reported

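The study's text reported 1407 differentially expressed genes in organoids at a p-value under 0.05. Its figure legend gives the organoid cutoff as an FDR under 0.05. Elsewhere the study counted 1420 genes with changed expression in small intestinal organoids.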

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

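The limma count rests on a list chosen on these libraries, so its size under each setting describes the list. It was 817 (424 higher, 393 lower) for genes with an authors' FDR under 0.01, 845 (346 lower) at an adjusted p-value under 0.01, and 385 (270 higher, 115 lower) with a minimum log2 change of 1. The filter at the 25th percentile of the mean left 475 higher genes past the threshold, and of genes with a log2 change of at least 1 it left 69 higher and 49 lower. Across the 6 fits that each left out a library the count ran from 1138 to 1404. With the length trend removed, a setting added after seeing the data, 1092 of 1408 genes passed and only 422 of them were lower; 315 calls were lost and 22 genes changed sign. The cause was not tested.

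The share of listed genes higher in KO reversed from 52.6% to 44.6% under the filter on the mean, which removes genes with few reads, and rose to 53.9% (binomial p = 0.00366) with the length trend removed. The number of listed genes near Smarcad1 was 19 within 20 Mb, a share above the rest of the genome instead of below it, with Fisher's exact p-values from 0.438 to 1 across the distances and filters. Under the filter the enterocyte markers were no longer past an adjusted 0.05, with 3 of 16 higher (Fisher's exact p = 0.0425, adjusted 0.0531). These counts were the same without the filter, so only the share among the other genes had moved. At an authors' FDR under 0.01 the enterocyte, goblet and enteroendocrine lists were shorter and no longer past an adjusted 0.05. Of the enterocyte markers 3 of 10 were higher (Fisher's exact p = 0.209, adjusted 0.261). Of the goblet markers 7 of 8 were higher (Fisher's exact p = 0.0705, adjusted 0.118). Of the enteroendocrine markers 6 of 6 were higher (Fisher's exact p = 0.0313, adjusted 0.0784). Each list thus kept its direction. The cause of the other shifts was not tested.

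Leaving out a library or centring the libraries changed the sign of 0 genes. The smallest listed change was 0.28 and centring shifted the median by -0.09, so centring could not move the direction split, the neighbour share or the marker counts. Leaving out a library could hardly move these results. It cannot change the sign of the 1399 genes whose KO values all lay on one side of the WT values. Neither setting thus shows stability for these results. Smarcad1 kept its direction and its side of the threshold under the settings run for it (the block, centring, a pseudocount of 1, leaving out each library and removal of the length trend), with log2 changes from -2.23 to -1.89. Among the 26 other named genes, 6 of 286 values lost the threshold, all for Tiam1 and Defa26, and 0 changed direction.

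With the replicate number as a block, 1351 genes passed (714 higher, 637 lower), 18 panel genes passed, and Smarcad1 had a log2 change of -2.14. Deviations of same-numbered libraries had correlations of -0.08, 0.09 and 0.06, which gives no sign that the numbers pair the samples. The sample labels name no litter or culture day per library, so such pairing was not ruled out.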

Other observations

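Apart from the gene count and the Paneth cell comparison, which were planned, the patterns in this part were noticed in the data. The marker lists and the Paneth marker tests with 1 gene per symbol stem and with centred libraries were also planned before the data were examined; the matched draws by length and GC content and the relations of KO replicate 1 over replicate 3 with length and GC content were added after the patterns were seen but specified before their own results were; the other tests were chosen only after the result was seen. All genes come from a list selected on the same libraries.

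Of the splits of the 6 libraries that part all same-numbered pairs, 1 of 4, the real one, gave as many genes with a limma adjusted p-value under 0.05. The other 9 of the 10 possible splits gave 0 genes, with between 0 and 10 at an unadjusted p under 0.05. With so few splits, and a list chosen on the real one, this cannot tell the result from a chance division of the libraries.

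The rise of the Paneth cell markers was set against technical explanations. Draws of listed genes of similar transcript length, 70.0% of which were higher in KO, reached 20 rises with a probability of 0.0008. Draws matched on GC content did so with a probability of 0.0001, the smallest that 10000 draws give. These draws counted the 20 markers as separate genes, though several belong to families of close paralogs. They were not repeated with 1 gene per symbol stem, so both probabilities may be too small. With 1 gene per symbol stem 12 of 12 were higher (Fisher's exact p = 0.000553), so reads shared between close paralogs do not account for the excess. All 20 stayed higher after centring, which shifted the median by -0.09 and could not have changed a direction. A scale factor per library moves all genes alike, and so does not part the Paneth markers (median log2 change 1.06) from the enterocyte markers (median -0.47). With the length trend removed 19 of 20 were higher, which counts directions only. The median log2 change of the 8 listed Defa genes fell from 1.09 to 0.39 under this setting. That of the 3 listed Reg genes went from 2.13 to 2.03. Both families include genes outside the Paneth list. Transcript length may thus contribute to the size of the rise in the Defa genes. A candidate explanation is a shift from absorptive to secretory cells in KO organoids: goblet and enteroendocrine markers were higher and enterocyte markers lower than the other listed genes, with a largest adjusted Fisher p-value of 0.0119. These other lists lost that at the stricter FDR, where they were also shorter. In addition, 6 of the Paneth markers were known to rise from the study's text, so the shift is a hypothesis. The tuft cell list, too short to test, moved unlike the goblet and enteroendocrine lists: 0 of 2 were higher, with a median log2 change of -0.77.

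The KO libraries formed a gradient from replicate 1 to replicate 3. Transcript length followed it, with a rho of -0.493 across genes, against 0.278 for WT replicate 1 over replicate 3. The relation was -0.58 among genes above the median RPM, so few reads do not account for it, and the rho with GC content was 0.165. A length-dependent difference between libraries, for example in RNA integrity, may contribute; integrity per library was not analysed here. No biological explanation was tested.

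The excess of short transcripts among genes higher in KO may come in part from the same difference. The rho of the change with length was -0.322 for KO replicate 1 against the WT mean and -0.0816 for KO replicate 3. Against a full account by length bias, 68.2% of the shortest quartile were higher than the WT mean in KO replicate 3 too, though genes listed for a group difference can hardly show otherwise.

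A window on chromosome 11 and a window on chromosome 17 held an excess of listed genes, those with the smallest p-values of 501 scanned. Whole chromosomes were compared too: of 22, including the mitochondrial genome, 3 held more listed genes than the rest and 5 held fewer at an adjusted Fisher's exact p-value under 0.05, with chromosome 17 at 8.52% (adjusted p = 0.00667) and chromosome 11 at 7.75% (adjusted p = 0.0163). Random placement gave a window as extreme with permutation p = 0.001 and permutation p = 0.002. Without genes whose symbol stem repeats in the window the excess had p = 7.94e-08 on chromosome 11 and p = 0.000743 on chromosome 17, and mean RPM did not differ from other listed genes (permutation p = 0.232 and 0.318). A chromosome segment that differs between the WT and KO mice, as can be carried along in breeding, would give larger changes inside. On chromosome 17, the window this test was first written for, the mean size of the log2 change was 1.15 inside and 0.90 outside (permutation p = 0.0539) and the median 0.84 inside and 0.64 outside. On chromosome 11, added after the scan, the mean was 1.41 inside (permutation p = 0.00864, adjusted over both windows 0.0173) and the median 0.64 inside and 0.64 outside. Pooling both windows, a form chosen after the scan, gave a permutation p = 0.00192. The test thus passed on chromosome 11 through its mean and narrowly missed the threshold on chromosome 17, and a differing segment may apply to either window; these values do not set the windows apart. Grm4 and Emid1, named above among the largest falls, lie inside the chromosome 17 and chromosome 11 windows. A differing segment was therefore not ruled out as the source of their change. The background includes genes that organoids do not express, so clustering of expressed genes was not ruled out.

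The Y-linked genes Eif2s3y, Ddx3y and Gm29650, named after their values were seen, were read in all 6 libraries and were higher in KO, with log2 changes of 0.43, 0.51 and 0.95. Ddx3y overlaps 2 annotated genes on its own strand, which leaves its reads uncertain. Of 69 listed genes that are not protein-coding 58 were higher (84.1%), against 51.2% of the protein-coding genes (Fisher's exact p = 3.84e-08). This comparison was not matched on expression level, on which the direction split depended. The share higher was 52.6% over the list and 44.6% among genes with a mean at or above the 25th percentile. Expression level was thus not ruled out as the source of the difference.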
